# HIF1α is a direct regulator of steroidogenesis in the adrenal gland

**DOI:** 10.1007/s00018-020-03750-1

**Published:** 2021-01-19

**Authors:** Deepika Watts, Johanna Stein, Ana Meneses, Nicole Bechmann, Ales Neuwirth, Denise Kaden, Anja Krüger, Anupam Sinha, Vasileia Ismini Alexaki, Luis Gustavo Perez-Rivas, Stefan Kircher, Antoine Martinez, Marily Theodoropoulou, Graeme Eisenhofer, Mirko Peitzsch, Ali El-Armouche, Triantafyllos Chavakis, Ben Wielockx

**Keywords:** Hypoxia-inducible factor, Adrenocortical steroids, Oxygen sensors, Cytokines

## Abstract

Endogenous steroid hormones, especially glucocorticoids and mineralocorticoids, derive from the adrenal cortex, and drastic or sustained changes in their circulatory levels affect multiple organ systems. Although hypoxia signaling in steroidogenesis has been suggested, knowledge on the true impact of the HIFs (Hypoxia-Inducible Factors) in the adrenocortical cells of vertebrates is scant. By creating a unique set of transgenic mouse lines, we reveal a prominent role for HIF1α in the synthesis of virtually all steroids in vivo. Specifically, mice deficient in HIF1α in adrenocortical cells displayed enhanced levels of enzymes responsible for steroidogenesis and a cognate increase in circulatory steroid levels. These changes resulted in cytokine alterations and changes in the profile of circulatory mature hematopoietic cells. Conversely, HIF1α overexpression resulted in the opposite phenotype of insufficient steroid production due to impaired transcription of necessary enzymes. Based on these results, we propose HIF1α to be a vital regulator of steroidogenesis as its modulation in adrenocortical cells dramatically impacts hormone synthesis with systemic consequences. In addition, these mice can have potential clinical significances as they may serve as essential tools to understand the pathophysiology of hormone modulations in a number of diseases associated with metabolic syndrome, auto-immunity or even cancer.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-020-03750-1.

## Introduction

Steroidogenesis in the adrenal gland is a complex process of sequential enzymatic reactions that convert cholesterol into steroids, including mineralocorticoids and glucocorticoids [1]. While glucocorticoids are regulated by the hypothalamic–pituitary–adrenal axis (HPA axis) and are essential for stress management and immune regulation [2, 3], aldosterone, the primary mineralocorticoid, regulates the balance of water and electrolytes in the body [4]. As steroidogenesis is a tightly regulated process, proper control of adrenal cortex function relies on appropriate endocrine signaling, tissue integrity, and homeostasis [5]. Accordingly, it has been suggested that inappropriately low pO_2_, or hypoxia, can lead to both structural changes in the adrenal cortex and interfere with hormone production [6–10].

Hypoxia-inducible factors (HIFs) are the main transcription factors that are central to cellular adaptation to hypoxia in virtually all cells of our body. The machinery that directly controls HIF activity consists of the HIF-prolyl hydroxylase domain-containing enzymes (PHD-1, -2, -3) (encoded by the *Egln-2*,* -1*,* -3* genes, respectively), which are oxygen sensors that hydroxylate two prolyl residues in the HIFα subunit under normoxic conditions, thereby marking the HIFs for proteasomal degradation. Conversely, oxygen insufficiency renders these PHDs inactive, leading to the binding of the HIF-complex to hypoxia-responsive elements (HRE) in the promoter of multiple genes that ensure oxygen delivery and promote adaptive responses to hypoxia such as hematopoiesis, blood pressure regulation, and energy metabolism (reviewed in [11, 12]). Apart from directly activating hypoxia-responsive genes [13, 14], HIFs also indirectly influence gene expression by interfering with the activity of other transcription factors or systems. Of the most intensively studied HIFα genes, HIF1α has a ubiquitous pattern of expression in all tissues, whereas expression of the paralogue HIF2α is restricted to a selection of cell types including endothelial cells,, liver hepatocytes, epithelial cells of the intestinal lumen, glia cells in the brain and renal erythropoietin-producing cells [15–18].

Recent in vitro and zebrafish studies have revealed a continuous crosstalk between HIF and steroidogenesis pathways, along with potential interference in the production of aldosterone and glucocorticoids [19–22]. Most hypoxia-related findings on steroidogenesis come from granulosa cells, either showing a direct role for HIF1α in regulating Star, the mitochondrial cholesterol transporter [20, 23], or suggesting an inverse role on steroidogenesis [24]. In the adrenocortical carcinoma cell line H295R, hypoxia resulted in downregulation of steroidogenic genes, while downregulation of CYP19A1 was regulated by HIF1 via induction of miR-98 [25]. There is also evidence suggesting a role for the hypoxia pathway in modulating glucocorticoid/glucocorticoid receptor (GR) signaling [26, 27]. Importantly, these observations indicate a possible interplay of HIFs and PHDs in modulating the immune-regulatory actions of the HPA axis. Currently, there is huge interest in the development of HIF inhibitors and HIF stabilizers, and their influence on medicine is expected to become significant in the near future [28]. However, as the role of HIFs/PHDs is both central and manifold with respect to maintaining oxygen homeostasis, a better understanding of the true impact of Hypoxia Pathway Proteins (HPPs) in the complex interplay of different essential physiological and pathological conditions, including in the adrenal cortex, assumes great importance.

We describe the creation of a unique collection of transgenic mouse lines that enables an investigation of the role of HIFα subunits in adrenocortical cells and beyond. Our results point towards a central role for HIF1α in the direct regulation of steroidogenesis in the adrenal gland and consequent changes in circulatory hormone levels. Importantly, chronic exposure of mice to such altered hormone levels eventually led to a dramatic decrease in essential inflammatory cytokines and profound dysregulation of circulatory immune cell profiles.

## Materials and methods

### Mice

All mouse strains were housed under specific pathogen-free (SPF) conditions at the Experimental Centre of the Medical Theoretical Center (MTZ, Technical University of Dresden-University Hospital Carl-Gustav Carus, Dresden, Germany). Experiments were performed with male and female mice aged between 8 and 16 weeks. Akr1b7:cre-*Phd2*/*Hif1*^*ff/ff*^ (P2H1) or Akr1b7:cre-*Phd2/Phd3*^*ff/ff*^ (P2P3) lines were generated by crossing Akr1b7:cre mice [29] to *Phd2*^*f/f*^,* Hif1α*^*f/f*^ or *Phd2*^*f/f*^*; Phd3*^*f*/f^ as previously reported by us [30], and/or the reporter strain mTmG [31]. All mice described in this report were born in normal Mendelian ratios and were bred on a C57BL/6J background (backcrossed at least 9 times). For each experiment, transgenic mice were compared to littermate controls. Mice were genotyped using primers described in Online Resource 1. Both genders were used in similar amounts and no significant differences between the genders of the same genotype were observed for any of the performed analysis within this study.

Histological analysis of the adrenal gland of Akr1b7:cre-mTmG^f/f^ reporter mice revealed zonal variation in the penetrance of cre-recombinase activity in the adrenal cortex of all individual mice (GFP^+^ staining). Peripheral blood was drawn from mice by retro-orbital sinus puncture using heparinized micro hematocrit capillaries (VWR, Darmstadt, Germany) and plasma separated and stored at − 80 °C until further analysis. Mice were killed by cervical dislocation and adrenals were isolated, snap frozen in liquid nitrogen, and stored at − 80 °C for hormone analysis or gene expression analysis. All mice were bred and maintained in accordance with facility guidelines on animal welfare and with protocols approved by the Landesdirektion Sachsen, Germany.

### Blood analysis

White blood cells, including neutrophils, eosinophils and lymphocytes were measured in whole blood using a Sysmex automated blood cell counter (Sysmex 117 XE-5000)) [32].

### Hormone detection

Adrenal glands were incubated in disruption buffer (component of Invitrogen™ Paris™ Kit, AM 1921, ThermoFisher Scientific, Dreieich, Germany) for 15 min at 4 °C, homogenized in a tissue grinder, followed by incubation for 15 min on ice, centrifugation and supernatant collection (N.B. and M.P. unpublished results). *Adrenal steroid hormones* were determined by LC–MS/MS as described elsewhere [33]. *Catecholamines*, norepinephrine, epinephrine, and dopamine were measured by high-pressure liquid chromatography (HPLC) coupled with electrochemical detection, as previously described [34]. The hormones were measured as ng per µg of total adrenal gland protein, ranging from ~ 4 to ~ 50 ng/adrenal for progesterone; ~ 10– ~ 1500 ng/adrenal for corticosterone, and ~ 3– ~ 27 ng/adrenal for aldosterone. All concentrations were normalized to the average value of WTs for every independent experiment; and the average WT value was set as 1.

### RNA extraction and qPCRs

RNA from adrenal glands and sorted cells was isolated using the RNA Easy Plus micro kit (Qiagen) (Cat. # 74034Qiagen). cDNA synthesis was performed using the iScript cDNA Synthesis Kit (BIO-RAD, Feldkirchen, Germany). Gene expression levels were determined by performing quantitative real-time PCR using the ‘Ssofast Evagreen Supermix’ (BIO-RAD, Feldkirchen, Germany). Sequences of primers used are provided in Online Resource 2. Expression levels of genes were determined using the Real-Time PCR Detection System-CFX384 (BIO-RAD, Feldkirchen, Germany). All mRNA expression levels were calculated relative to β2M or EF2 housekeeping genes and were normalized using the ddCt method. Relative gene expression was calculated using the 2(− ddCt) method, where ddCT was calculated by subtracting the average WT dCT from dCT of all samples individually.

### Immunohistochemistry and immunofluorescence

For preparation of paraffin sections, adrenal glands were isolated, incubated in 4% formaldehyde at 4 °C overnight, dehydrated, embedded in paraffin and cut into 5 µm sections using a microtome. Sections were rehydrated and subjected to hematoxylin and eosin staining (H&E). For frozen sections, adrenal glands were embedded in O.C.T Tissue-Tek (A. Hartenstein GmbH, Würzburg, Germany) and stored at − 20 °C. For H&E staining of frozen sections (7 µm), samples were first fixed in cold acetone before staining. For immunofluorescence, sections were fixed in cold acetone, air-dried, washed with phosphate-buffered saline containing 0.1% Tween-20, blocked with 5% normal goat serum followed by primary antibody staining (CD31/PECAM—1:500 [35]) or GFP Polyclonal (Antibody ThermoFisher Scientific—1:200) overnight at 4 °C and subsequent secondary antibody staining. After counterstaining with DAPI, slides were mounted in fluorescent mounting medium and stored at 4 °C until analysis.

### Microscopy

Both bright-field and fluorescent images were acquired on an ApoTome II Colibri (Carl Zeiss, Jena, Germany). Images were analyzed using either Zen software (Carl Zeiss, Jena, Germany) or Fiji (ImageJ distribution 1.52 K). Fiji was used to quantify lipid droplet sizes and amount of CD31 staining per area.

### Meso Scale Discovery

Plasma was collected from whole blood (3000 RPM for 10 min at 4 ℃). Meso Scale Discovery (MSD, Rockville, Maryland) was used for quantitative determination of the cytokines (IL-1β, IL-4, IL-5, IL-6, KC/GRO, IL-10, and TNF-α) using 50 µl of plasma in the Proinflammatory Panel 1 (mouse) V-PLEX Kit and MSD plate reader (QuickPlex SQ 120). Cytokine concentrations were calculated by converting the measured MSD signal to pg/ml using a standard. All values below blank (control) were considered as zero. Finally, all cytokine concentrations in individual transgenic mice were normalized to the average value of WTs for every independent experiment; and the average WT value was set as 1.

### Next-generation sequencing

For RNAseq analysis, adrenal glands from Akr1b7:cre-*Phd2/Hif1*/*mTmG*^fff/fff^ and Akr1b7:cre-mTmG^f/f^ (control) mice were isolated directly into the lysis buffer of the RNeasy Plus Micro Kit, RNA was isolated according to manufacturer’s instructions, and SmartSeq2 sequencing was performed [RNAseq data are available at GEO (GSE154032)]. Flow cytometry and cell sorting were performed as described previously [36].

### Read quantification

Kallisto v0.43 was first used to generate an index file from the transcript file, which can be downloaded from:ftp://ftp.ebi.ac.uk/pub/databases/gencode/Gencode_mouse/release_M12/gencode.vM12.transcripts.fa.gz. Kallisto v0.43 was then run on all the fastq files using parameters “quant –single -l 75 -s 5 -b 100” to quantify reads for the genes.

### Differential gene expression quantification

Complete cDNA sleuth v0.30.0 (an R package) was used to evaluate differential expression. The command “sleuth_prep” was run with parameter “gene_mode = TRUE”. Two separate error models were fit using “sleuth_fit” wherein the first was a “full” model with gender and experimental condition as covariates, while the second was a “reduced” model with only gender as the covariate. “sleuth_lrt” (Likelihood Ratio Test) was used to evaluate differential gene expression by comparing the full model and the reduced model.

### Statistical analyses

All data are presented as mean ± SEM. Data (WT control versus transgenic line) were analyzed using the Mann–Whitney *U* test, unpaired *t* test with Welch’s correction as appropriate (after testing for normality with the F test) or as indicated in the text. All statistical analyses were performed using GraphPad Prism v7.02 or higher for Windows (GraphPad Software, La Jolla California USA, www.graphpad.com); “n” in the figure legends denotes individual samples.

## Results

### A new mouse model to study the effects of HIFα in the adrenal cortex

We took advantage of the adrenal cortex-specific *Akr1b7*:cre recombinase mouse line (no gonadal expression) [30] to investigate the effects of adrenocortical HIF1α and/or HIF2α on the structure and functions of the adrenal gland. First, when combined with the mTmG reporter strain [31], we demonstrate partial targeting of adrenocortical cells as shown previously (Fig. 1a) [30]. We then combined this cre-line to locally knock-out PHD2, the HIFα’s direct regulator, together with HIF1α; generating the *Akr1b7:cre*-*Phd2/Hif1*^*ff/ff*^ mouse line (henceforth designated P2H1). Importantly, qPCR analysis using mRNA from whole adrenal glands already revealed significant reduction of *Hif1α*, a clear tendency in reduced *Phd2* expression and a substantial increase of *Hif2α* mRNA when compared to glands from WT littermates (Fig. 1b). Furthermore, we explored the expression profile of a number of downstream genes known to be transactivated by HIF2α [37–39] and found a significant increase in *Vegfa*,* Hmox1*, and a trend in *Bnip3* levels (Fig. 1c). Taken together, P2H1 mice exhibit markedly opposite expression levels of *Hif1α* and *Hif2α* confined to adrenocortical cells, which we were even able to define in whole adrenal glands.

**Fig. 1:**
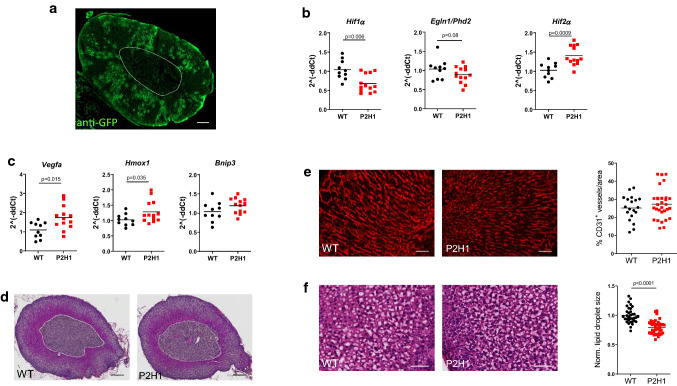
Characterization of the Akr1b7:cre-P2H1^ff/ff^ mouse line with cortex-specific targeting of hypoxia pathway proteins. **a** Representative immunofluorescent image of anti-GFP stained (GFP +) area in the adrenal cortex of the Akr1b7:cre-mTmG mouse line. Region enclosed within the white dotted line represents the medulla and it demarcates the medulla from the cortex (scale bar, 100 μm). **b** qPCR-based mRNA expression analysis of *Hif1α*,* Phd2 and Hif2α* in entire adrenal tissue from P2H1 mice and WT littermates (*n* = 10–13). Relative gene expression was calculated using the 2^(^−^ddCt) method. The graphs represent data from 2 independent experiments. **c** Relative gene expression analysis using mRNA from the entire adrenal tissue in P2H1 mice and their WT counterparts (*n* = 10–13). All graphs represent data from 2 independent experiments. **d** Representative images (magnification 20x) of paraffin sections of adrenal glands (H&E) from 8-week-old WT and P2H1 mice (scale bars represent 100 μm). **e** Representative immunofluorescent images of CD31^+^ endothelial cell staining in adrenal gland sections from WT and P2H1 mice (scale bars represent 50 μm). Graph in the right-side panel represents quantification of CD31^+^ area as a fraction of total tissue area. Each data point represents a single measurement of the cortical area in the adrenal gland (collection of *n*= 6 vs 11 individual mice). **f** Representative images of cryosections of WT and P2H1 adrenal glands (H&E) (scale bars represent 50 μm). Graph in the right-side panel represents the normalized average size of an individual lipid droplet per section of adrenal gland tissue in WT versus P2H1 mice. Measurements were made from 6 sections per mouse. (*n* = 8 individual adrenals per genotype). The graphs in **e** and **f** are representative of 2 independent experiments

### Morphological changes in the adrenal cortex of P2H1 mice

To evaluate the impact of changes in HIF1α and/or HIF2α activity in adrenocortical cells, we analyzed adrenal gland morphology using H&E staining on paraffin sections but found no differences between P2H1 mice and WT littermates in the structure of the adrenal gland, especially, at the side of the cortex of P2H1 mice in comparison to WT littermates (Fig. 1d). As we detected a significant increase in *Vegfa* in the adrenal glands of P2H1 mice, we used CD31 staining to quantify endothelial cells but detected no significant differences between P2H1 and WT mice (Fig. 1e). Remarkably, H&E staining on cryosections of P2H1 adrenal glands revealed significantly smaller lipid droplets in the adrenocortical cells (Fig. 1f), an effect that is reported to be correlated with greater conversion of cholesterol into pregnenolone [10].

### Modulation of HPPs in the adrenal cortex enhances synthesis and circulatory levels of steroid hormones

Next, to verify if the observed changes in lipid droplets indeed led to changes in steroidogenesis, we quantified steroid hormones and their precursor levels by LC–MS/MS in the adrenal gland and in plasma. Quantification revealed a significant increase in virtually all the hormones tested in P2H1 adrenal glands compared to WT littermates (Fig. 2a), and importantly, a corresponding increase of progesterone, corticosterone, and aldosterone was found in the plasma (Fig. 2b). These observations clearly indicate that central HPPs have an impact on steroidogenesis in the murine adrenal gland and on circulatory levels of steroid hormones.

**Fig. 2:**
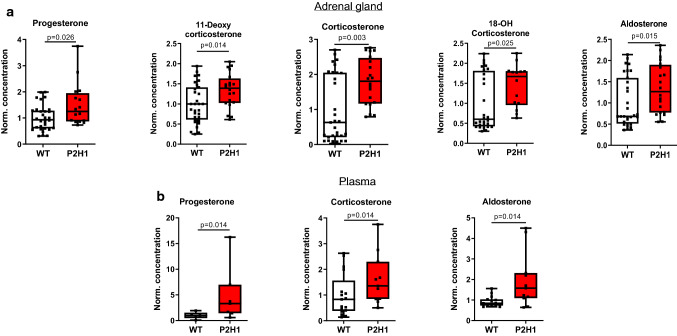
Adrenal cortex-specific loss of PHD2 and HIF1 leads to enhanced steroidogenesis in P2H1 mice. **a** Box and whisker plots showing steroid hormone measurements in adrenal glands from WT mice and compared to littermate P2H1 mice (*n* = 20–31 individual adrenal glands). **b** Box and whisker plots showing steroid hormone measurements in the plasma of individual mice (*n* = 5–17). All data were normalized to the average value of WT mice and graphs represent results of pooled data of at least 3 independent experiments

### Downstream effects of the chronic increase in the steroidogenesis

Previous reports have stated that glucocorticoids can regulate catecholamine production in the adrenal medulla [40, 41]; therefore, we also measured dopamine, norepinephrine, and epinephrine levels in the samples used to quantify steroid levels (as above). However, we found no difference between P2H1 and WT littermates in any of the catecholamines quantified (Supplementary Fig. S1a). Further, although increased steroid levels often result in other systemic changes, P2H1 mice displayed no difference in serum potassium levels or blood glucose levels compared to WT littermates (Supplementary Fig. S1b, c). Taken together, in contrast to the systemic effects induced by acute and high levels of circulatory cortical hormones (e.g., corticosterone, aldosterone) [3, 4], the P2H1 mice display moderate but chronically enhanced levels of cortical hormones at the described time points.

### Loss of PHD2/HIF1α in adrenocortical cells impacts gene expression related to steroidogenesis

Previous in vitro studies and reports on HIF1α alterations in zebrafish larvae have suggested negative regulation of Star, the mitochondrial cholesterol transporter [7, 19, 22]. However, data on the effects of HPP alterations in adrenal cortex of mice is scant at best. Therefore, to assess the impact of HIF1α-deletion and/or HIF2α-upregulation in adrenal cortical cells, we performed broad transcription analysis of proteins/enzymes involved in steroidogenesis using mRNA from whole adrenals. Our results reveal that almost all of the gene products tested showed either a significant increase or a tendency to do so, including key enzymes such as *Star*,* Cyp11a1*,* Cyp21a1* and *Cyp11b1* (Fig. 3a).

**Fig. 3:**
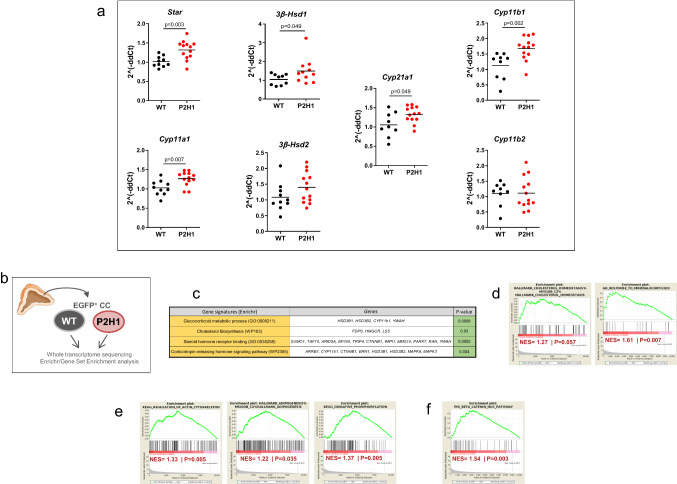
Gene expression analysis of P2H1 adrenocortical cells. **a** Gene expression analysis of enzymes involved in the steroidogenesis pathway using mRNA from whole adrenals from P2H1 mice and WT counterparts (*n* = 10–13). All graphs are the result of 2 independent experiments. **b** Schematic overview of the RNAseq approach which compared sorted GFP^+^ cells from WT controls and P2H1 mice (*n* = 3). **c** Gene signature analysis using Enrichr. **d** Gene set enrichment analyses (GSEA) showed positive signatures for steroidogenesis-related pathways. **e** Prominent HIF-related pathways. **f** The β-catenin nuclear pathway

To further characterize this phenotype driven by the HPPs, we performed *next-generation sequencing* (NGS) and compared the steady-state transcriptomes of P2H1 and WT littermate mice (Fig. 3b). 

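Libraries s186m and s354m, from males, and s525f, from a female, were made from P2H1 reporter mice, and libraries s504m and s559m, from males, and s506f, from a female, from Akr1b7:cre-mTmG control mice, at 8 to 16 weeks of age. mTmG is a reporter that replaces a red membrane protein with GFP in cells in which cre has been active, so GFP marks cortical cells with a history of Akr1b7 promoter activity. The Results describe GFP+-sorted cells, whereas the Methods describe glands isolated directly into lysis buffer and give the sorting by reference. The sample labels name adrenal glands. SmartSeq2 amplifies full-length cDNA by PCR from small amounts of RNA without molecular identifiers, so a limit given for a gene at 0 counts covers counting error only. The authors' kallisto runs took in 47954308 to 112685910 single-end reads per library and gave 39320021 to 71699139 estimated counts per library, of which the genes of the mitochondrial genome took 52.4% to 77.9%. Library s504m stood apart, with 51.4% of its reads pseudoaligned against 82.0% to 89.4% in the others and a mean Spearman correlation with the others, across genes, of 0.247 against 0.452 to 0.545. Genes with at least 10 counts numbered 12953, 10405 and 5827 in s186m, s354m and s525f and 6948, 9698 and 7645 in s504m, s506f and s559m. Here the estimated counts were summed to genes, rounded, scaled by TMM and tested with edgeR's quasi-likelihood test, with sex and genotype as terms, as in the paper's model, and with the lone female of each genotype assumed to vary like the males. Leaving out either female lets the sex term fit the other. Both of these settings leave the genotype contrast to the same 4 males and are close to a single test. The test covered 12157 genes, of which 7067 (58.1%) had 0 counts in at least 1 library. The biological coefficient of variation was 1.77. The gene lists, the tests reported at the claims and the alternatives were chosen before the data were examined, apart from 3 alternatives. Values at the claims are TMM-normalized CPM (counts scaled to a common library size), as mean ± SD over 3 libraries per genotype or per library in the order s186m, s354m and s525f for P2H1 and s504m, s506f and s559m for control. Where all 3 libraries of one genotype lie above all 3 of the other, the two-sided exact permutation p is 0.1, the smallest that 3 against 3 allow. Genes with 0 counts in most libraries cannot separate, so chance gives such a separation for at most 10% of genes.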

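Hif1a, which encodes HIF1α (ENSMUSG00000021109.13, chromosome 12 of GRCm38 from 73901375 to 73947530), was read at 24.2, 24.2 and 38.0 CPM in the P2H1 libraries and at 0, 20.7 and 15.8 CPM in the control libraries. Its log2 fold change was 1.37 (standard error 2.24, adjusted p = 1 from edgeR). Egln1, which encodes PHD2 (ENSMUSG00000031987.6, chromosome 8 from 124908587 to 124949324), had 3.53, 4.02 and 0 CPM in P2H1 and 0, 8.71 and 3.69 CPM in control libraries, so the genotypes overlapped. The counts were taken over whole genes and include reads outside any deleted exon, so they do not check the deletion of either gene. The supplement names its Phd2 genotyping primers after exon 2, intron 1 and intron 3. Epas1, which encodes HIF2α (chromosome 17 from 86753700 to 86833410), had 29.5 ± 12.3 CPM in P2H1 and 82.1 ± 58.2 CPM in control libraries, with 148 CPM in s504m. Akr1b7, whose promoter drives the cre recombinase, was read in every library, at 1335 ± 280 CPM in P2H1 and 1063 ± 312 CPM in control libraries, a log2 fold change of 0.34 (standard error 0.50). Ddx3y and Kdm5d, genes of the Y chromosome, summed to 23.7, 41.6, 60.2 and 76.8 CPM in the libraries labelled male (s186m, s354m, s504m and s559m) and to 0.603 and 0.222 CPM in s525f and s506f, labelled female. In s504m the sum came from Kdm5d (59.4 CPM), with Ddx3y at 0.755 CPM. In the other males it came from Ddx3y, with Kdm5d at 0.402 to 0.975 CPM. Kdm5d had 0.402 and 0.205 CPM in s525f and s506f. The other measured Y genes followed the labels less well. Eif2s3y had 17.0 and 22.9 CPM in s186m and s354m and at most 0.0512 CPM in the other libraries. Uty had 4.61, 0.406, 3.23 and 1.01 CPM in the males and 3.02 and 0.461 CPM in the females.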

For this, we specifically created the *Akr1b7:cre-PHD2/HIF1/mTmG*^fff/fff^ mouse line (P2H1 reporter mice) to study only targeted adrenal cortex cells, with *Akr1b7:cre-mTmG*^f/f^ animals used as controls. Bulk RNAseq was performed on GFP^+^-sorted adrenal gland cells as described previously [42] and gene signatures of the various lineages were evaluated using Enrichr or gene set enrichment analyses (GSEA). 

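Clec7a and Clec4n, which encode receptors of myeloid cells, were among the genes with the smallest p of those separated by genotype. Clec7a, the β-glucan receptor Dectin-1, which GENCODE M21 lists as a polymorphic pseudogene, had 20.3 ± 3.18 CPM in P2H1 libraries and 0 counts in every control library, which is at least 308-fold higher when each control library is set to a floor of 3 counts. On the same floor Clec4n, Dectin-2, was at least 333-fold higher, Evi2a, which encodes a membrane protein, at least 485-fold, and Rnase6, which encodes a secreted ribonuclease, at least 324-fold. Spp1, which encodes osteopontin, had 297, 5.75 and 17.6 CPM in P2H1 and 0.755, 0 and 0 CPM in control libraries. In the other direction, Mitf, which encodes a transcription factor of melanocytes, osteoclasts and mast cells, had 0 counts in every P2H1 library and 9.01, 6.56 and 8.14 CPM in control libraries, at least 145-fold lower. DESeq2 called each of these 6 genes, with adjusted p from 5.59e-05 (Evi2a) to 0.0131 (Spp1), and edgeR none. Over all genes, edgeR called 0 genes higher and 0 lower in P2H1 at an adjusted p under 0.05 (336 and 72 at an unadjusted p under 0.05, where chance gives 608 in all), and DESeq2 called 852 higher and 320 lower. In counts simulated at the spread of these libraries edgeR recovered 0% of 16-fold changes, so a missing call does not show an unchanged gene. DESeq2 called 627 unchanged genes in the same simulation. P2H1 lay entirely above control for 646 genes and entirely below for 239, together 7.28% of genes, where chance gives at most 10%. Genes with 0 counts in most libraries cannot separate, so 7.28% is not to be read as below chance. The median log2 fold change over all tested genes was 0.25 with TMM and -0.03 with RLE factors, both in edgeR. The values of single genes are to be read against this shift. edgeR called 1 gene higher and 4 lower without s186m, and 2 lower without s354m.

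Markers of macrophages and other leukocytes lay mostly above control, with 16 of 18 measured members having a fitted log2 fold change above 0 (camera adjusted p = 0.0533). The adjusted p was 0.0134 without s559m and 0.0230 without s354m. It was 0.155 without s504m, 0.577 without s525f and 0.612 without s506f, and up to 0.984 over the alternatives. Csf1r, the receptor that macrophages need to survive, had 55.0 ± 16.1 CPM in P2H1 and 3.62 ± 3.95 CPM in control libraries, and C1qb, a complement subunit made by macrophages, had 214, 166 and 177 against 58.4, 32.7 and 164 CPM. They are among the 4 of 18 members with every P2H1 above every control library. The most abundant members, Cd74, H2-Ab1 and H2-Aa, overlapped, with 1272, 1519 and 533 CPM in s559m. Neither edgeR nor DESeq2 called a member of this list. Markers of white and brown fat were lower as a list in P2H1, with 7 of 8 measured members below 0 (camera adjusted p = 0.00262; adjusted p = 0.93 with an estimated correlation, and 0.00206 to 0.931 over all alternatives). That call ended without s559m (adjusted p = 0.129) and with the contrast left to the males (0.0628 without s525f and 0.0655 without s506f). Car3, a carbonic anhydrase of fat and muscle, had 20.3 ± 16.9 CPM in P2H1 and 154 ± 151 CPM in control libraries, and Thrsp, a lipogenic factor, had 27.3 ± 22.3 and 113 ± 44.1 CPM. Hemoglobin genes were also lower as a list, with 5 of 5 measured erythrocyte genes below 0 (camera adjusted p = 0.000426). The adjusted p was 0.93 with an estimated correlation and 0.000153 to 0.931 over all alternatives. Hbb-bs reached 2321 CPM in s504m against 2.15 to 165 CPM in the other libraries, the lowest in s525f. Without s504m the direction stayed down with a camera adjusted p of 0.190, and without s525f the adjusted p was 0.0444. Adjusted over the list alone, edgeR called Hbb-bs and Hba-a2 lower. Endothelial markers had 14 of 18 members below 0 (camera adjusted p = 0.0667; with the contrast left to the males 0.00940 without s525f and 0.0126 without s506f, and up to 0.931 over the alternatives), and Pecam1, an endothelial adhesion molecule, had 881 CPM in s504m against 123 to 210 CPM in the others. Medullary markers had 6 of 9 members above 0 and 3 below (camera adjusted p = 0.275). Above 0 was Pnmt, the enzyme that makes adrenaline, with 1.65, 5.14 and 8.31 CPM in P2H1 and 0 counts in control libraries. Below 0 was Chgb, the medullary marker with the highest mean, with 1.20, 13.4 and 0 CPM in P2H1 and 107, 0.444 and 17.6 CPM in control libraries. The medullary markers therefore show no common direction. Capsule and fibroblast markers had 9 of 11 above 0 (camera adjusted p = 0.191), and Postn, a matrix protein, had 30.9, 7.05 and 31.2 CPM in P2H1 and 0, 0.666 and 0 CPM in control libraries.

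**Figure D1:**
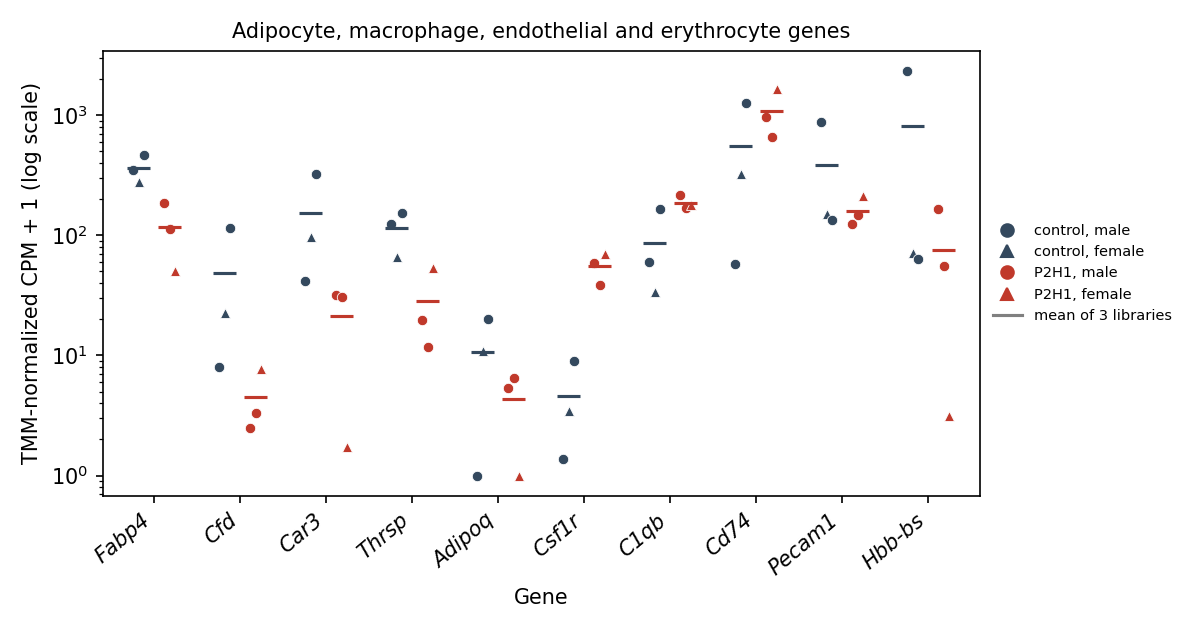
TMM-normalized CPM plus 1, on a log axis, of adipocyte (Fabp4, Cfd, Car3, Thrsp, Adipoq), macrophage and other leukocyte (Csf1r, C1qb, Cd74), endothelial (Pecam1) and erythrocyte (Hbb-bs) genes in each library, with circles for males, triangles for females and bars for the mean of 3 libraries. Csf1r lies between 37.5 and 69.2 CPM in the P2H1 libraries and between 0.370 and 8.01 CPM in the control libraries, and Cd74 overlaps between the genotypes.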

Concurring with the previous results, we found a number of significant signatures related to the process of steroid synthesis in adrenocortical cells or their response to it (Fig. 3c-d). 

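Cyp11a1 and Cyp21a1 were each higher in every P2H1 than in every control library. Cyp11a1 encodes the side-chain cleavage enzyme that converts cholesterol to pregnenolone (ENSMUSG00000032323.13, chromosome 9 from 58006411 to 58027023) and had 1545 ± 295 CPM in P2H1 and 718 ± 169 CPM in control libraries. This is a log2 fold change of 1.10 (standard error 0.49, unadjusted p = 0.0505 and adjusted p = 1 from edgeR). Cyp21a1 encodes steroid 21-hydroxylase (ENSMUSG00000024365.9, chromosome 17 from 34801348 to 34804561) and had 1196 ± 217 and 775 ± 264 CPM, a log2 fold change of 0.64 (standard error 0.53) that was 0.27 with RLE factors. Por, the reductase that passes electrons to CYP17 and CYP21 enzymes, had 33.5, 29.5 and 46.8 CPM in P2H1 and 0, 18.8 and 0.369 CPM in control libraries.

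Other genes of the pathway overlapped between the genotypes. Star (ENSMUSG00000031574.8, chromosome 8 from 25806555 to 25815982), which delivers cholesterol to the inner mitochondrial membrane, had 2880 ± 1084 CPM in P2H1 and 3460 ± 1957 CPM in control libraries, a log2 fold change of -0.30 (standard error 0.48). Hsd3b1, 3β-hydroxysteroid dehydrogenase, had 3077 ± 650 and 3295 ± 1610 CPM, and Cyp11b1, 11β-hydroxylase, had 2046 ± 745 and 2322 ± 989 CPM. Cyp11b2, aldosterone synthase, had 85.2, 301 and 793 CPM in P2H1 and 0.108, 265 and 110 CPM in control libraries. Hsd3b2 reached 24.1 CPM in s504m and 0.201 to 1.70 CPM in the other libraries. Of 17 genes of steroidogenesis listed, 15 were measured, 8 of them above and 7 below 0 (camera adjusted p = 0.733). edgeR called 0 of them over all genes and 0 adjusted over the list alone (0 at an unadjusted p under 0.05), and DESeq2 called 1, Hsd11b1. Zona fasciculata markers had 9 of 13 above 0 (camera adjusted p = 0.772), and genes of ACTH signalling 17 of 27, with a median log2 fold change of 0.25 and a camera direction of down relative to all genes (adjusted p = 0.828).

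Genes of cholesterol synthesis were read unevenly. Lss, lanosterol synthase, had 4.47, 12.9 and 0 CPM in P2H1 and 0.370, 0 and 0.369 CPM in control libraries. Fdps, farnesyl diphosphate synthase, had 44.2 ± 11.1 and 66.4 ± 66.0 CPM. The list had 11 of 20 members above 0, with a median of 0.01 and a mean of 0.72 log2 but a camera direction of down (adjusted p = 0.828). Among genes of cholesterol uptake, transport and storage, 17 of 27 lay above 0 (camera adjusted p = 0.322) and 5 had all P2H1 above all control libraries, where chance separates at most 10% in both directions together. Among these, Stard3, which moves cholesterol out of late endosomes, had 7.30, 10.8 and 4.80 CPM in P2H1 and 1 count in the control libraries together, and DESeq2 called it (adjusted p = 0.00282). Apoe, an apolipoprotein, had 979 ± 470 and 474 ± 515 CPM, and Ywhah, a 14-3-3 protein, had 229 ± 129 and 180 ± 82.6 CPM. Of the genes induced by glucocorticoids and mineralocorticoids, 9 of 16 lay above 0, with a median of 0.19, a mean of 1.26 and a camera direction of down (adjusted p = 0.733). Among them, Sgk1, a kinase induced by aldosterone and cortisol, had 45.7, 54.0 and 0 CPM in P2H1 and 230, 31.1 and 90.9 CPM in control libraries, and Ddit4, an inhibitor of mTOR, had 0.106, 0.305 and 0 against 0.631, 0.990 and 1.47 CPM. Of the cholesterol and hormone-induced genes edgeR called none over all genes or adjusted over the list alone (Stard3 at an unadjusted p under 0.05), and DESeq2 called 2 of synthesis, 1 of transport and 1 of the hormone-induced genes higher.

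**Figure D2:**
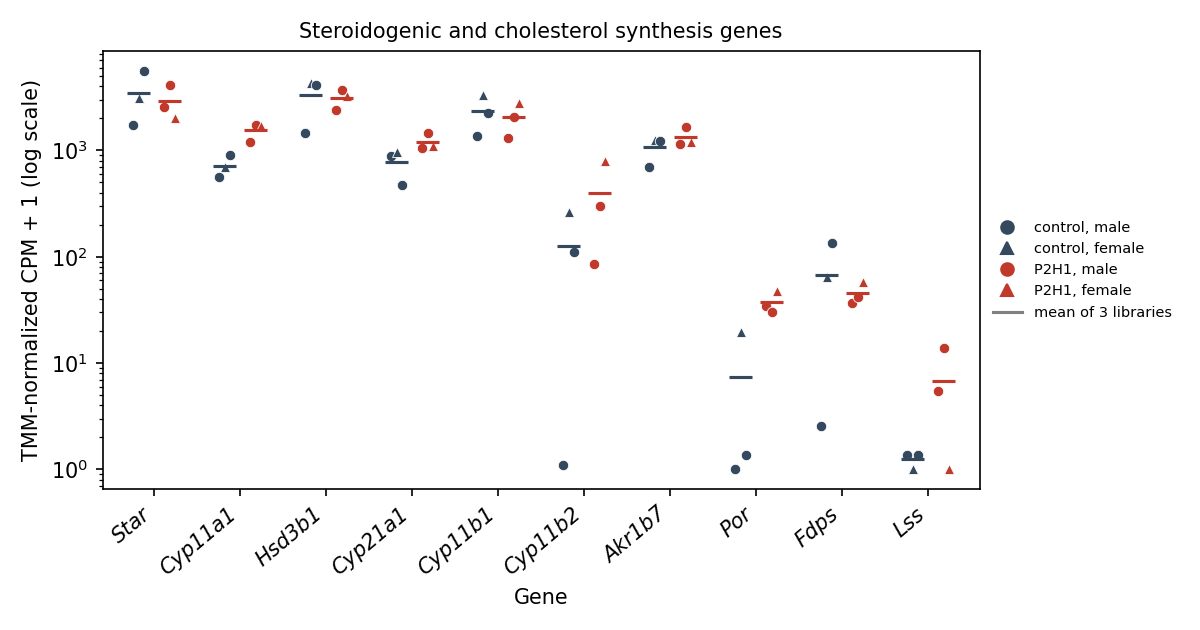
TMM-normalized CPM plus 1, on a log axis, of genes of steroidogenesis, Akr1b7 and genes of cholesterol synthesis in each library, with circles for males, triangles for females and bars for the mean of 3 libraries. Cyp11a1 lies between 1205 and 1741 CPM in the P2H1 libraries and between 562 and 898 CPM in the control libraries, and Star, Hsd3b1 and Cyp11b1 overlap.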

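Genes of adipocyte differentiation and lipid storage were lower as a list in P2H1, with 26 of 32 measured members having a fitted log2 fold change below 0 and a median of -1.57 (camera adjusted p = 0.000426; adjusted p = 0.93 with an estimated correlation, 0.129 without s559m and 0.000470 to 0.931 over all alternatives). Fabp4, a fatty acid carrier of adipocytes and endothelial cells (chromosome 3 from 10204088 to 10208576), had 116 ± 68.0 CPM in P2H1 and 364 ± 97.0 CPM in control libraries, a log2 fold change of -1.79 (standard error 0.79, unadjusted p = 0.0476 and adjusted p = 1 from edgeR). Cfd, the adipocyte protease adipsin, had 1.49, 2.32 and 6.70 CPM in P2H1 and 6.94, 21.5 and 115 CPM in control libraries. Of the list, edgeR called 0 members over all genes and 0 adjusted over the list alone (2 below 0 at an unadjusted p under 0.05), and DESeq2 called 1 lower. In the same libraries, markers of fat were lower in P2H1 as a list by camera but not with an estimated correlation (adjusted p = 0.931), and those of leukocytes lay mostly above control without passing the threshold.

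Genes that regulate the actin cytoskeleton divided evenly, with 40 of 81 above and 41 below 0, a median of -0.03, a mean of 0.28 and a camera direction of down (adjusted p = 0.828). P2H1 lay entirely above control for 5 of them and entirely below for 3, where chance gives at most 10% in all. Tiam1, which activates the GTPase Rac, had 0.0118, 0.0609 and 0 CPM in P2H1 and 10.4, 2.82 and 1.34 CPM in control libraries. Rras2, a Ras-family GTPase, had 15.3, 12.6 and 0.0447 CPM in P2H1 and 1 count in the control libraries together. edgeR called 0 actin genes over all genes or adjusted over the list alone (1 below 0 at an unadjusted p under 0.05), and DESeq2 called 4 higher and 1 lower.

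Of 78 nuclear-encoded subunits of oxidative phosphorylation, all were measured and 50 lay above 0, with a median of 0.22, a mean of 0.19 and a camera direction of down relative to all genes (adjusted p = 0.946). Sdhc, a subunit of complex II, had 57.6 ± 12.1 CPM in P2H1 and 29.0 ± 37.0 CPM in control libraries. The log2 fold change was 0.79 (standard error 0.87) for Cox7c and 0.82 (standard error 1.13) for Cox8a, both of complex IV, and -0.79 (standard error 1.06) for Ndufa9 of complex I. No subunit was called by edgeR, over all genes or adjusted over the list alone (0 at an unadjusted p under 0.05), or by DESeq2.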

Notably, GSEA also revealed known HIF-dependent associations including, actin cytoskeleton [43, 44], adipogenesis [45] and oxidative phosphorylation [46] (Fig. 3e). Furthermore, P2H1 cortical cells also displayed a positive signature related to the regulation of nuclear β-catenin signaling, which is known to be primarily activated in the zona glomerulosa with potential hyperplasic effects [47] (Fig. 3f). Thus, hypoxia pathway proteins are directly involved in the regulation of known signaling pathways driving adrenal gland homeostasis.

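Ywhaz and Nkd1 were each higher in every P2H1 than in every control library, whereas the genotypes overlapped for Ctnnb1. P2H1 lay entirely above control for 3 of 39 genes of the nuclear β-catenin machinery and for 1 of 19 Wnt/β-catenin targets. It lay entirely below for 0 of either, where chance separates at most 10% in all. Ctnnb1, which encodes β-catenin (chromosome 9 from 120929216 to 120960507), had 88.3, 112 and 334 CPM in P2H1 and 0, 164 and 128 CPM in control libraries, a log2 fold change of 0.77 (standard error 1.83, adjusted p = 1 from edgeR). Ywhaz, a 14-3-3 protein that binds β-catenin, had 182, 311 and 451 CPM in P2H1 and 6.90, 173 and 72.6 CPM in control libraries. Its log2 fold change was 2.22 (standard error 1.05). Lef1, a DNA-binding partner of β-catenin, had 3.17, 6.86 and 47.2 against 0.385, 6.90 and 0.168 CPM, and the coactivator Ep300 had 0.0705, 1.24 and 0.0447 against 0.0308, 5.24 and 25.1 CPM. Of the list of nuclear β-catenin machinery, 24 of 39 members lay above 0, with a median of 0.28, a mean of 0.62 and a camera direction of down relative to all genes (adjusted p = 0.946). edgeR called 0 of its members over all genes and 0 adjusted over the list alone (0 at an unadjusted p under 0.05), whereas DESeq2 called 1 higher and 1 lower.

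Targets of Wnt/β-catenin signalling had 14 of 19 members above 0 and a median of 0.97 (camera adjusted p = 0.322). Nkd1, a feedback inhibitor that β-catenin induces, had 8.86, 17.3 and 21.6 CPM in P2H1 and 0.0154, 8.72 and 0 CPM in control libraries. Dkk3, a secreted protein of the Dickkopf family, had 9.70, 21.4 and 113 against 0, 13.3 and 0 CPM. Of the targets, 0 were called by edgeR over all genes or adjusted over the list alone (1 above 0 at an unadjusted p under 0.05), and 3 were called higher and 1 lower by DESeq2. Zona glomerulosa markers, of which 9 of 15 are also in another list, had 8 of 13 members above 0 and a median of 0.97 (camera adjusted p = 0.733). Dab2, an endocytic adaptor of glomerulosa cells, had 304 ± 198 CPM in P2H1 and 155 ± 89.1 CPM in control libraries.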

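Hypoxia-induced genes went both ways. Vegfa, the angiogenic growth factor, had 1.90 ± 0.931 CPM in P2H1 and 15.4 ± 5.07 CPM in control libraries, and every P2H1 library lay below every control library (log2 fold change -3.08, standard error 2.31, adjusted p = 1 from edgeR). Hmox1, heme oxygenase 1, had 38.7 ± 7.69 and 4.68 ± 4.50 CPM, with every P2H1 library above every control library (log2 fold change 3.05, standard error 2.30, adjusted p = 1 from edgeR). Bnip3l, a receptor for the removal of mitochondria, had 49.5, 94.5 and 188 CPM in P2H1 and 0.647, 74.0 and 17.3 CPM in control libraries. Of the hypoxia-induced genes outside glycolysis, 11 of 23 lay above and 12 below 0, with a median of -0.21, a mean of 0.81 and a camera direction of up (adjusted p = 0.828). edgeR called 0 of them over all genes and 0 adjusted over the list alone (0 at an unadjusted p under 0.05), and DESeq2 called 2 higher, Kdm3a and Pdgfb. Among the hypoxia pathway proteins, 4 of 7 lay above 0 (camera adjusted p = 0.733), among them Egln2, which encodes PHD1, at 7.63, 11.7 and 31.8 CPM in P2H1 and 1.23, 5.89 and 0.0670 CPM in control libraries. Egln3, which encodes PHD3, had 1 count in each genotype and could not be compared at this depth. From the signatures of steroid synthesis, actin cytoskeleton, adipogenesis, oxidative phosphorylation and nuclear β-catenin in Fig. 3c-f, the paper concludes that hypoxia pathway proteins take a direct part in regulating the signaling pathways that drive adrenal homeostasis.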

### Modulated adrenocortical HIFs skew cytokine production and leukocyte numbers

As several studies have reiterated a crucial role for glucocorticoids in immunomodulation [3, 48], and Cushing’s syndrome has been described to be accompanied by immune deficiency [3, 49, 50], we measured circulatory cytokine levels. We report a substantial overall decrease in the levels of both pro- and anti-inflammatory cytokines, with the exception of the chemokine and neutrophil attractant CXCL1, which increased almost twofold (Fig. 4a). Glucocorticoids have been repeatedly shown to promote apoptosis-mediated reduction of lymphocytes [51] and eosinophil reduction [52], along with neutrophilia due to enhanced recruitment from the bone marrow [53]. Therefore, we enumerated the various white blood cell (WBC) fractions in P2H1 mice and compared it with that of their WT littermates, which revealed a significant reduction in both lymphocyte and eosinophil fractions (Fig. 4b) accompanied by marked elevation in neutrophils (> 70% compared to WT) (Fig. 4c). Taken together, our data reveal a critical role for HIFs in steady-state cytokine levels and leukocyte numbers, probably through alterations in steroidogenesis pathways.

**Fig. 4:**
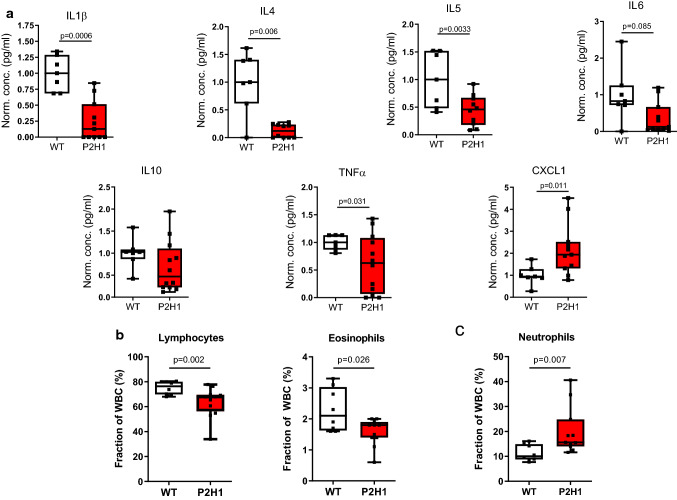
Immune system changes in P2H1 mice. **a** Box and whisker plots representing levels of pro/anti-inflammatory cytokines measured in the plasma of P2H1 mice and WT littermate controls (n = 7–12). All data were normalized to the average value seen in WT mice. Each dot represents data from one animal. **b** Box and whisker plots showing percentage lymphocytes and eosinophils in circulation which revealed reduced fractions in P2H1 mice compared to WT controls. **c** Greater numbers of circulating neutrophils in P2H1 mice compared to WT littermates. All graphs represent pooled results of 2 independent experiments

### HIF1α inversely regulates steroidogenesis

To extend our understanding of the role of HIF1α and/or HIF2α in adrenocortical cells, we created the Akr1b7:cre-PHD2/PHD3^ff/ff^ mouse line (designated as P2P3) to locally increase both HIF1α and HIF2α (Supplementary Fig. S2). Intriguingly and in contrast to hormone levels in the adrenal glands of the P2H1 mice, P2P3 adrenal glands displayed a marked decrease in corticosterone and aldosterone levels, along with a cognate reduction in their precursors, both in the adrenal gland (Fig. 5a) and in circulation (Fig. 5b). These results clearly suggest that steroidogenesis is dependent on HIF1α but not HIF2α. To further confirm this observation, we performed mRNA expression analyses to identify the levels of central enzymes, similar to that performed in P2H1 mice, and demonstrate an overall decrease in these enzymes (Fig. 6a). This observation is contrary to that seen in the P2H1 mice but fits neatly with the observed reduction in steroid levels in the P2P3 mice, thereby underscoring the central role of HIF1α (Fig. 6b). Finally, we tested the same set of pro- and anti-inflammatory cytokines as for P2H1 mice. In line with all previous results, we show an overall increase in cytokines in the plasma of P2P3 mice versus their WT littermate controls (Fig. 7a). However, no changes were found in CXCL1 protein, which was also reflected in the lack of difference in circulating neutrophils (Supplementary Fig. S3).

**Fig. 5:**
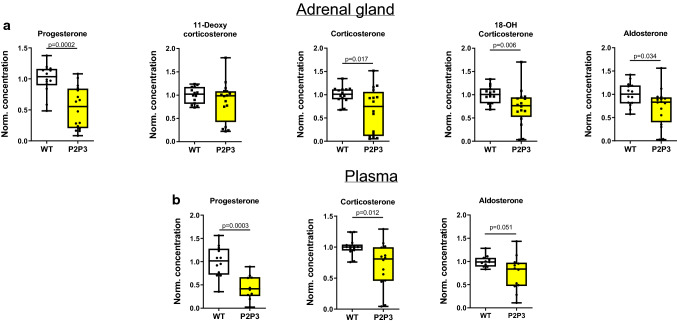
Adrenal cortex-specific loss of PHD2 and PHD3 leads to reduced steroidogenesis in mice. **a** Box and whisker plots showing steroid hormone levels in the adrenal glands of WT mice and compared to that of littermate P2H1 mice (*n* = 14–16 individual adrenal glands). **b** Box and whisker plots showing steroid hormone measurements in the plasma of individual mice (*n* = 10–12). All data were normalized to the average value of WT mice and graphs represent results of pooled data of at least 3 independent experiments

**Fig. 6:**
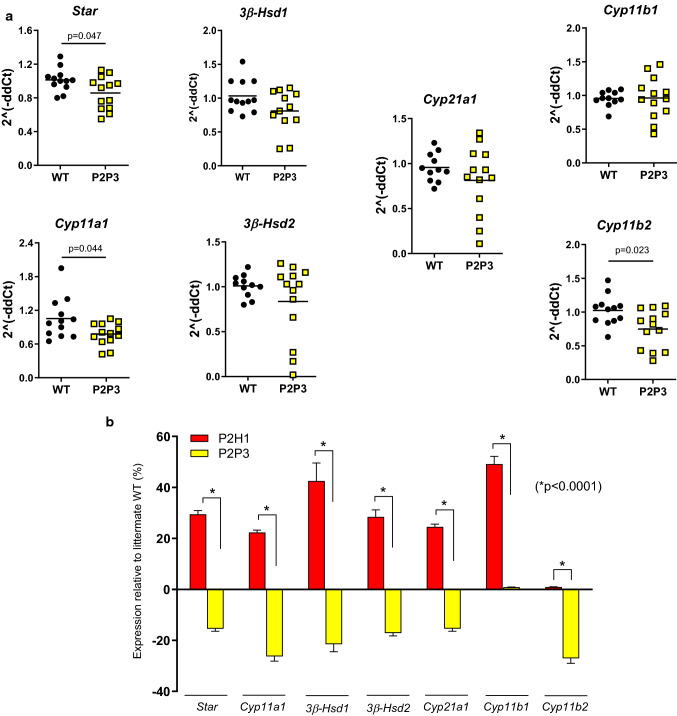
Inverse regulation of steroidogenesis in P2P3 mice compared to P2H1 mice. **a** Gene expression analysis of enzymes involved in the steroidogenesis pathway in P2P3 mice and their WT counterparts (*n* = 12–13) was performed on mRNA from entire adrenal glands. All graphs represent pooled data from at least 3 independent experiments. **b** Relative expression profile of all genes analyzed from the adrenal glands of P2H1 and P2P3 mice and compared to their respective WT littermates. Statistical significance was defined using an unpaired multiple *t* test (*n* = 13; Benjamini, Krieger and Yekutieli method; *p < 0.0001 for all individual genes)

**Fig. 7:**
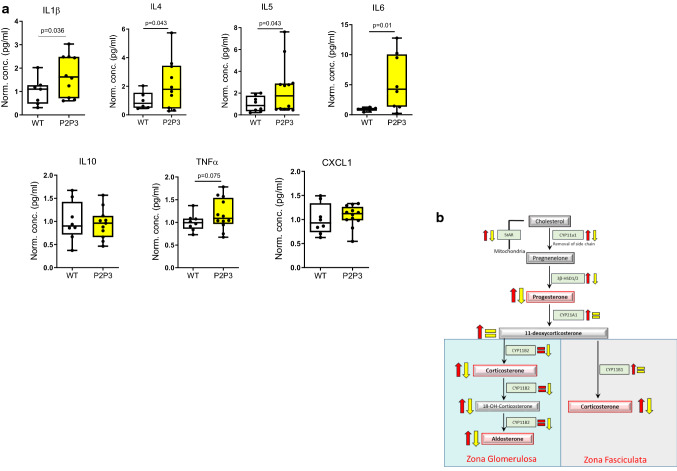
Immune system changes in P2P3 mice. **a** Box and whisker plots representing levels of pro/anti-inflammatory cytokines measured in the plasma of P2P3 mice and WT littermate controls (*n* = 6–13). Each dot represents data from one animal. All data were normalized to the average value seen in WT mice and one-tailed hypothesis tests were performed. All graphs represent samples of different litters. **b** Schematic overview of all changes in adrenocortical enzymes and their corresponding hormones and intermediates reported here in P2H1 (red) and P2P3 (yellow) mice

## Discussion

Here, using a unique collection of adrenocortical-specific transgenic mouse lines, we identify HIF1α as a central transcription factor that regulates the steroidogenesis pathway by regulating key enzymes. Notably, this directly modifies the entire spectrum of steroid hormones, both in the adrenal gland and in circulation, which eventually impacts the availability of a variety of cytokines.

Studies on the role of HIFs in the regulation of steroidogenesis in vivo are few, apart from those in zebra fish larvae that describe differential regulation of the enzymes involved in the steroid pathway [7, 20, 22]. However, to the best of our knowledge, there are no mouse models to study the role of HPPs in adrenal cortical cells. Undoubtedly, such models would help us to better understand the crosstalk between HPPs and adrenal steroid metabolism, while simultaneously serving as an essential tool to study the pathophysiology of multiple conditions associated with dramatically altered steroid hormone levels [2]. Ablation of HIF1α revealed an important role for this transcription factor in steroidogenesis, which concurs with results from previous studies [22, 54]. Our findings that HIF1α deletion results in the upregulation of mRNA of a vast majority of steroid-related enzymes appear counterintuitive. However, Wang and colleagues recently described three HIF1-binding sites (HREs) in the promoter region of *Star* and a negative regulatory effect of HIF1 on *Star* transcription and synthesis [19]. Furthermore, a number of putative HREs are predicted in the promoter of other steroidogenic enzymes (e.g., in *Cyp11b2* (D.W., A.S and B.W. unpublished results). In-depth analysis of these regions is, therefore, essential to better comprehend the direct negative regulation of steroidogenesis-related enzymes by HIF1. On the other hand, also an indirect effect with potential involvement of one or more transcriptional repressors could play a role [55, 56]. This type of transcriptional regulation of adrenal steroidogenesis has already been suggested with miRNAs, some of which might be directly regulated by hypoxia/HIF1 [57, 58]. Taken together, more in-depth studies are required to completely understand the direct or indirect impact of HIF1α on the expression patterns of steroidogenesis-related enzymes.

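Of the lists of energy metabolism, camera called none over the 6 libraries together. Pkm, pyruvate kinase, had 191 ± 96.0 CPM in P2H1 and 106 ± 88.2 CPM in control libraries, and Pdk1, which keeps pyruvate out of the mitochondrion, had 4.16, 9.91 and 0.0223 against 0.0616, 0.0512 and 0.134 CPM. Of the glycolytic genes that respond to HIF, 11 of 19 lay above 0, with a median of 0.19, a mean of 1.12 and a camera direction of down relative to all genes (adjusted p = 0.828). edgeR called 0 of them over all genes and 0 adjusted over the list alone (0 at an unadjusted p under 0.05), and DESeq2 called 2 higher and 1 lower. Hadha, an enzyme of fatty acid oxidation, had 48.2, 35.3 and 0.134 CPM in P2H1 and 101, 65.0 and 94.2 CPM in control libraries, and Fh1, fumarate hydratase of the TCA cycle, had 29.2, 34.9 and 0.179 against 104, 51.4 and 48.6 CPM. Of 37 genes of the TCA cycle and fatty acid oxidation, 20 lay above 0, with a median of 0.06 and a mean of 0.02 and a camera direction of down (adjusted p = 0.828). The 13 proteins encoded by the mitochondrial genome had a median of 0.03, a mean of -0.08 and a camera direction of down (adjusted p = 0.322). With the contrast left to the males, the camera adjusted p was 0.00940 without s525f and 0.0126 without s506f. These values use the preset correlation of 0.01, whereas the estimate for this list was 0.786. With that estimate the adjusted p over the 6 libraries was 0.984. The log2 fold change of mt-Nd4, a subunit of complex I, was -0.32 (standard error 0.38, adjusted p = 1 from edgeR), and edgeR called it lower without s354m (-0.97, adjusted p = 0.00365) and without a count filter (-0.38, adjusted p = 0.0115). Without s186m it called mt-Cytb, cytochrome b of complex III, higher (0.70, adjusted p = 2.55e-06). Over the 6 libraries with the count filter, neither edgeR (0 at an unadjusted p under 0.05) nor DESeq2 called a gene of these last 2 lists.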

Our RNAseq analysis of Akr1b7^+^ P2H1 adrenocortical cells not only unearthed several genetic signatures directly associated with steroidogenesis, but a number of GSEAs revealed prominent HIF-dependent phenotypes previously identified in a variety of other cell types. Recently, we have described a significant role for HIF2α in the regulation of the actin cytoskeleton, especially in facilitating enhanced neutrophil migration through very confined environments [44], HIF1α has also been associated with cytoskeleton structure and functionality in a number of cell lineages (reviewed in [43]); this is apart from its role in energy metabolism wherein enhanced oxidative phosphorylation has been demonstrated in various HIF1α-deficient cell lineages [46]. Therefore, it will be of interest to further explore changes in multiple metabolites that are directly or indirectly associated with the TCA cycle to find a potential link with the overall changes described here.

Glucocorticoids and aldosterone are both essential for homeostasis and their substantial increase in P2H1 mice was intriguing, given their pivotal role in immune suppression [3, 59] and blood pressure regulation, respectively. Previous studies have shown that aldosterone not only increases the expression of the potassium channels that secrete potassium but also stimulates K-absorptive pumps in the renal cortex and medulla, thereby stabilizing and maintaining renal potassium excretion [60], a situation we also observed in the P2H1 mice. The significant increase in glucocorticoids upon HIF1α deletion was clearly associated with immunosuppression, as demonstrated by an overall decrease in both pro- and anti-inflammatory cytokines in circulation, and these observations mirror other reports of immune modulation due to enhanced glucocorticoid levels. Such glucocorticoid elevation can eventually even result in dramatic immune deficiency, for example, as seen in Cushing’s disease [3, 50, 59].

Intriguingly, we found serum CXCL1 to be significantly enhanced in P2H1 mice, probably because as a central neutrophil attractant it was associated with the massive increase in circulatory neutrophils seen in these mice. It is known that enhanced neutrophil recruitment from the bone marrow is directly associated with glucocorticoids [53], as is their overall survival [61].

An essential role of HIF1α, but not HIF2α, in the modulation of enzymes and adrenocortical hormones could be further corroborated by the contrasting results seen in the P2P3 mice. Specifically, compared to P2H1 mice, the expression profile of virtually all steroidogenesis-regulating enzymes was dramatically inverted in the P2P3 mice, which resulted in an overall impairment of the steroidogenesis pathway (Fig. 7b) and an increase in the levels of circulating cytokines. Therefore, these mouse lines will also be helpful to study the potential impact of substantially modulated steroid levels in a variety of clinically relevant diseases including metabolic and auto-immune disorders.

In summary, we reveal a prominent role for HIF1α as a central regulator of steroidogenesis in mice as two distinct transgenic mouse lines showed persistent but contrasting changes in corticosterone and aldosterone concentrations at levels sufficient to modulate systemic cytokine levels and leukocyte numbers. These P2H1 and P2P3 mouse strains will be of significant importance in further exploring the impact of HIF1α in adrenocortical cells and as an important component in regulation of steroidogenesis-mediated systemic effects.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

## Data Availability

All data and material are available upon request to .

# Supplementary material for: HIF1α is a direct regulator of steroidogenesis in the adrenal gland
**Source:** Cell Mol Life Sci. 2021 Jan 19;78(7):3577–90. doi: 10.1007/s00018-020-03750-1
**Supplement:** Supplementary file 1 — Supplementary file1

Online Resource I : Primers for genotyping of mouse strains

| **Primer name** | **Primer sequence (5’ – 3’)** |
| --- | --- |
| Akr1b7_Fw  Akr1b7_Rev | GAAAGCAGGCATTTCATCTGC  CAGGGTGTTATAAGCAATCCC |
| mPHD2_exo2  mPHD2_Intron1 | CGCATCTTCCATCTCCATTT  CTCACTGACCTACGCCGTGT |
| mPHD2_Intron1 | CTCACTGACCTACGCCGTGT |
| mPHD2_Intron3.3 | GGCAGTGATAACAGGTGCAA |
| PHD3mFw  PHD3mRev | ATGGCCGCTGTATCACCTGTAT  CCACGTTAACTCTAGAGCCACTGA |
| PHD3Rec55  PHD3mouseRev | CTCAGACCCCCTAAGTATGT  CCACGTTAACTCTAGAGCCACTGA |
| HIF1a.For | GCAGTTAAGAGCACTAGTTG |
| HIF1a.Rev | GGAGCTATCTCTCTAGACC |

Online Resource II: Primers for qPCR analysis

| **Primer name** | **Primer sequence (5’ – 3’)** |
| --- | --- |
| StAR_Fwd  StAR_Rev | TCGCTACGTTCAAGCTGTGT  GCTTCCAGTTGAGAACCAAGC |
| Cyb11a1_Fwd  Cyb11a1_Fwd | AGGTCCTTCAATGAGATCCCTT  TCCCTGTAAATGGGGCCATAC |
| 3β_HSD1_Fwd  3β_HSD1_Rev | TGGACAAAGTATTCCGACCAGA  GGCACACTTGCTTGAACACAG |
| 3β_HSD2_Fwd  3β_HSD2_Rev | GGTTTTTGGGGCAGAGGATCA  GGTACTGGGTGTCAAGAATGTCT |
| mCyp21a1_Fwd  mCyp21a1_Rev | AACAGAACCATTGAGGAGGCCTTGA  TCTCCAAAAGTGAGGCAGGAGATGA |
| Cyp11b1_Fwd  Cyp11b1_Rev | CAGATTGTGTTTGTGACGTTGC  CGGTTGAAGTACCATTCTGGC |
| mCYP11b2_Fwd  mCYP11b2_Rev | CAGTGGCATTGTGGCGGAACTAATA  GGTCTGACATGGCCTTCTGAGGATT |
| HIF1α_Fwd  HIF1α_Rev | GGCGAGAACGAGAAGAAAAA  AAGTGGCAACTGATGAGCAA |
| HIF2α_Fwd  HIF2α_Rev | CTGAGGAAGGAGAAATCCCGT  TGTGTCCGAAGGAAGCTGATG |
| HMOX1_Fwd  HMOX1_Rev | AAGCCGAGAATGCTGAGTTCA  GCCGTGTAGATATGGTACAAGGA |
| BNIP3_Fwd  BNIP3_Rev | TCCTGGGTAGAACTGCACTTC  GCTGGGCATCCAACAGTATTT |
| VEGFA_Fwd | GCACTGGACCCTGGCTTTAC |
| VEGFA_Rev | AACTTGATCACTTCATGGGACTTCT |

How the deposited data were processed for this re-analysis (not part of the article)

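Gene expression was measured in 6 RNA sequencing libraries from adrenal glands of mice on the C57BL/6J background, 3 from P2H1 reporter mice and 3 from Akr1b7:cre-mTmG controls, with 2 males and 1 female per genotype. The other measurements of the paper, such as the qPCR of whole glands, the steroid and cytokine assays and the histology, were not analysed here.

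The authors pseudoaligned single-end reads with kallisto 0.43.1, for which their notes name the build mm10, and the files give estimated counts and abundances (TPM) for 118489 transcripts. Of these transcripts, 116728 had their identifier and version in GENCODE M21, on GRCm38, including all 58797 protein-coding transcripts but 13 of 13612 lincRNA and antisense transcripts, and Xist had no entry. The paper's Methods name GENCODE M12 for the index. Estimated counts were summed over the transcripts of each GENCODE M21 gene and rounded, and counts of transcripts outside M21, 0.107% to 0.268% per library, were left out. This gave 35968 genes, of which 21001 had a count. Counts outside the mitochondrial genome numbered 8349707 to 22134169 per library, the 10 genes with the most counts took 54.0% to 76.0%, and 3 counts, the floor used for a gene at 0, stood for 0.0353 to 0.101 CPM per library.

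Tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and tables and figures were made in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr (minimum count 10, minimum total count 15), scaled by TMM and tested with the quasi-likelihood test for genotype with sex as a covariate, which leaves 3 residual degrees of freedom, and p was adjusted by Benjamini-Hochberg with a threshold of 0.05. The paper used sleuth's likelihood ratio test with gender and condition against gender alone, and sleuth was not used here. The standard error of a log2 fold change is its size divided by the square root of F. The exact permutation test was run on log2 of CPM plus 1. Sex and the interaction of genotype and sex were tested in the same way.

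Named genes were of 3 kinds. The first are the 29 genes that the paper names in its text or shows legibly in Fig. 3c. The next are the 12 genes with the smallest p in each direction among those whose genotypes do not overlap, leaving out predicted genes, pseudogenes and unnamed clones as told by their symbols, which kept Clec7a. The last are the 4 genes with the smallest p in each list, with the 3 highest of each list of cell-type markers. Other genes named were chosen after their values were seen.

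In all, 30 gene lists were written by hand, and the 26 with at least 5 measured members were tested with limma's camera (preset correlation 0.01, log2 CPM with a prior count of 2, two-sided) and adjusted together. The MSigDB and Enrichr sets of the paper's Fig. 3 were not used here. Lists of X-zone markers (2 of 5 members measured), Schwann and glial markers (3 of 8), sex-linked genes (4 of 5) and plasma cytokines (1 of 7) were not tested. Camera called 4 lists. With an estimated correlation it called 0 (lowest adjusted p 0.931), and limma's fry called 0 (lowest adjusted p 0.742, and 0.278 for changes in either direction). fry asks whether the members of a list move and does not compare them with other genes. The median of each list stayed as printed when members with a genotype at 0 counts were set to their bound.

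Alternatives were RLE size factors, DESeq2's Wald test, edgeR's likelihood ratio test, limma-trend on TPM with added constants of 1 and 0.1, no count filter, a filter of at least 10 counts in every library, sleuth's default filter (5 counts in 47% of libraries), an offset for transcript length, no sex covariate, males alone, robust dispersion, protein-coding genes alone, and leaving out each library. The lists were also tested with fry, with an estimated correlation and by preranked GSEA on signed and unsigned statistics. Nuclear genes alone, leaving out s504m and s525f together, and voom with sample quality weights were added after the data had been seen. Every other split of the 6 libraries into 3 and 3 was tested as well, which gives 10 splits with the real one.

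The tests were checked on simulated data. Counts of each gene were drawn independently, with the same spread in every library. The simulation therefore carries neither the distance of s504m from the other libraries nor correlation between genes. At the spread of these libraries edgeR recovered 0% of 16-fold changes and called 0 of the unchanged genes, and DESeq2 recovered 21.2% and called 627 unchanged genes. At a low spread edgeR recovered 97.0% of 4-fold changes with 5 unchanged genes called, and DESeq2 100% with 20.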

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

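The number of macrophage genes separated by genotype and the share of DESeq2 calls with under 10 counts in a library were tests chosen after the results were seen.

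The cell cycle list, on a process the paper does not discuss, was higher in P2H1 (camera adjusted p = 0.00349; adjusted p = 0.93 with an estimated correlation, and from 4.12e-05 to 0.931 over the alternatives). Of its 22 measured members, 17 lay above 0 and 5 had all P2H1 above all control libraries, where chance separates at most 10% in all. Mcm7, a subunit of the replicative helicase, had 16.8, 19.6 and 45.4 CPM in P2H1 and 0, 3.48 and 0 CPM in control libraries, and Cdc20, an activator of the anaphase-promoting complex, had 6.57, 4.55 and 0.425 CPM against 0 counts, at least 58.3-fold higher on the floor of 3 counts per library. edgeR called 0 members over all genes and 0 adjusted over the list alone (2 above 0 at an unadjusted p under 0.05), and DESeq2 called 8 higher. The call of the list ended without s186m (adjusted p = 0.0827), without s559m (0.359) and with the contrast left to the 4 males (0.0825 without s525f and 0.0799 without s506f). In the same libraries 16 of 18 leukocyte markers lay above 0 (camera adjusted p = 0.0533), and the lists of fat (0.00262) and erythrocyte (0.000426) markers were lower, with an adjusted p of 0.931 for each of these 2 with an estimated correlation.

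A signal above the control libraries also appeared in 44 genes with at least 10 counts in every P2H1 and 0 in every control library, among them Evi2a, Clec7a, Clec4n, Rnase6, Cdc20 and Pnmt. The highest number in the other splits of the libraries was 295 (6 of 10 splits gave at least as many), and 10 splits are too few for a share under 0.05.

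DESeq2 called 1172 genes between the genotypes and edgeR called 0 in the same libraries. Against calls spread over all genes, only 0.0364% of the 2747 genes with at least 10 counts in every library were called, compared with 9.11% of all genes with an adjusted p, though a gene silent in one genotype cannot be among the 2747. Of the called genes, 72.4% had under 10 counts in at least 1 library of the genotype in which they were higher. Uneven reading of transcripts in these small inputs is therefore a candidate explanation for most of the calls. An effect of genotype stays open, also for the 323 others, of which 46 had 0 counts in the whole of the other genotype. In counts simulated at the spread of these libraries, DESeq2 called 627 unchanged genes. At least 44 genes read in all of 1 group and at 0 in the other came from 6 of 10 splits, the real one included. Other splits gave up to 4033 DESeq2 calls (4 of 10 splits reached the real number) and up to 390 edgeR calls (10 of 10 reached 0), both with s186m, s354m and s559m against the rest, a split that puts both females on one side and sets s504m alone against the other males, and that points to a structure of the samples. Among the splits with 2 males and 1 female on each side, as in the real one, the highest other numbers were 1774 and 3, and 10 splits are too few for a share under 0.05.

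Both lists of adipocyte genes were lower in P2H1, with an adjusted p of 0.931 for each with an estimated correlation and 0.129 for each without s559m, and 9 of the 36 genes in the list of adipocyte differentiation and 7 of the 10 fat markers are also in another list. Fat cells from around the gland in the control libraries are a candidate source, since Adipoq, which marks adipocytes, reached 19.3 CPM, Cfd 115 CPM and Car3 325 CPM in s559m, although the sort for GFP that the paper describes would remove them. These highest control levels do not compare the genotypes. Adipoq was also read in P2H1, at 4.37, 5.52 and 0 CPM against 0, 9.82 and 19.3 CPM in control libraries, so the genotypes overlapped. In s504m Adipoq had 0 counts while Fabp4, also an endothelial marker, stood at 346 CPM and Pecam1 at 881 CPM. Endothelial cells, which that sort would also remove, therefore stay open, untested, for Fabp4 in s504m. In s506f and s559m Fabp4 stood at 277 and 469 CPM while Pecam1, at 149 and 132 CPM, lay within its range in P2H1 libraries. The Methods, however, describe glands isolated directly into lysis buffer, and Pecam1 was read at 123 to 881 CPM in the 6 libraries. The sort therefore cannot set fat or endothelial cells aside. A lower expression in the targeted cells themselves was not tested and stays open. Camera called 4 lists in the real split and up to 6 in the others (4 of 10 splits reached 4), too few splits for a share under 0.05.

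Of the leukocyte markers, 16 of 18 had a fitted log2 fold change above 0 in P2H1 and 4 were separated from control, without a call of the list (camera adjusted p = 0.0533), and none of the 20 listed genes is in another list. If macrophages in the P2H1 libraries were the source, most of 7 abundant macrophage genes would be higher in every P2H1 than in every control library, and 2 of 7 were (C1qb and C1qc). Cd74, the most abundant marker, had 969, 652 and 1643 CPM in P2H1 and 56.7, 323 and 1272 CPM in control libraries. Macrophages and an effect of genotype therefore cannot be told apart with 3 libraries each. The sort for GFP that the paper describes would remove macrophages, but its Methods describe glands isolated directly into lysis buffer. Pecam1, an endothelial gene, was read at 123 to 881 CPM in the 6 libraries, so the sort cannot set other cells aside.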

How the results depend on the processing

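Nuclear genes alone, leaving out s504m and s525f together, and voom with sample quality weights were tests chosen after the results were seen, and no paired analysis was possible because the genotypes share no replicate numbers. Except under the settings given next, edgeR or limma called 0 genes higher and 0 lower in P2H1 (21 to 1385 higher and 25 to 373 lower at an unadjusted p under 0.05). With DESeq2, 852 were higher and 320 lower; without a count filter 6 were lower (Alb, Hbb-bs, Hba-a2, mt-Nd4, Gm10800 and Gm28439), and with voom 1 (Gm29216, log2 fold change -0.45). Leaving out 1 library gave 0 to 1 higher (mt-Cytb, without s186m) and 0 to 4 lower (Hbb-bs, Hba-a2, Gm10800 and Gm28439 without s186m, and mt-Nd4 and Gm28439 without s354m). Between the sexes DESeq2 called 1607 genes, and for the genotype by sex interaction 1486, where RLE size factors called 2 (mt-Cytb and Gm10925). The cause was not tested beyond the count of unevenly read genes. Genes at 0 limit the rest: 58.1% of tested genes had 0 counts in some library, and this did not follow depth, with 31.8% at 0 in s504m at 14994155 counts outside the mitochondrial genome and 13.4% in s506f at 15615451. The interaction rests on 1 female per genotype.

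The list of adipocyte genes was lower at an adjusted p of 0.000562 to 0.129 with 1 library left out (the highest without s559m), 0.931 with an estimated correlation, 0.816 with fry and 0.751 with unsigned GSEA. Of the other lists of cell types, zones, stress, cell cycle and metabolism, camera called 3, and an estimated correlation, fry and unsigned GSEA 0 each. Signed GSEA called erythrocyte markers (0.00677) and cell cycle (0.0233) but not fat markers (0.0717). Of the other lists tied to the paper's claims, none was called under an alternative except those of oxidative phosphorylation. Leaving out s525f and leaving out s506f both leave the genotype contrast to the same 4 males, and with it the mitochondrially encoded proteins were lower (0.00940 and 0.0126, in that order), and the nuclear-encoded subunits were lower at 0.0339 without s504m and s525f (0.816 with fry, 0.938 without the sex covariate, 0.135 to 0.822 with 1 library left out), as was the list of the TCA cycle and fatty acid oxidation, at 0.0339. With the direction turned or 1 library left out, the others gave 0.956 for steroidogenesis without s504m and s525f; 0.863 with fry, 0.924 with signed GSEA and 0.378 to 0.927 with 1 library left out for cholesterol synthesis; 0.921 with fry and 0.958 with signed GSEA for steroid-induced genes; 0.863 with fry, 0.995 with signed GSEA and 0.378 to 0.968 with 1 library left out for actin; 0.863 with fry, 0.932 without the sex covariate and 0.558 to 0.965 with 1 library left out for β-catenin machinery; 0.863 with fry, 0.814 with signed GSEA, 0.476 without s504m and s525f and 0.552 to 0.937 with 1 library left out for glycolysis; and 0.378 to 0.933 with 1 library left out for the other hypoxia-induced genes. The leukocyte list was called without the sex covariate (0.0171) and without s354m (0.0230) or s559m (0.0134). It was not called with any other single library left out (0.0773 without s186m to 0.612 without s506f). The endothelial list was called with the contrast left to the males (0.00940 and 0.0126). The cause was not tested.

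Log2 fold changes with the other sign were, for Egln1, 1.11 in males, 0.076 without s504m and s525f and 0.053 with voom; for Star, 0.57 with voom; for Hsd3b1, 0.052 in males and 0.43 with voom; for Hsd3b2, 2.43 without s504m and s525f and 1.00 with voom; and for Fdps, 0.53 on log2 TPM plus 1, with and without a filter, and 0.76 on log2 TPM plus 0.1. Without s504m and s525f they were -0.31 for Ywhah, -0.31 for Ctnnb1, -0.61 for Cd74, 0.065 for Pecam1, 0.21 for Plvap and 0.83 for Hbb-bs. With 1 library left out the log2 fold change ran from -0.14 to 0.75 for Bnip3, -0.39 to 0.057 for Cyp11b1, -4.79 to 1.10 for Egln1, -1.14 to 2.37 for Fdps, -0.44 to 0.41 for Hsd3b1, -3.28 to 1.21 for Hsd3b2, -2.21 to 0.23 for Pecam1, -0.69 to 0.26 for Star and -0.97 to 0.0079 for mt-Nd4. The cause was not tested. Cyp11a1 stayed above 0 under every setting.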

Differences from the paper's values

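The settings without s504m and s525f and with nuclear genes alone, which enter the ranges given, were tests chosen after the results were seen.

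The paper gives no number for the sequencing data that was also computed here, other than the 3 libraries per genotype, which match. The differences are in directions and lists, and the lists here were written by hand and are not the sets the paper tested, at thresholds the paper's text does not state.

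The paper reports significant signatures of steroid synthesis and cholesterol genes (Fig. 3c-d). The hand-written lists were not called, with camera adjusted p of 0.733 for steroidogenesis and 0.828 for cholesterol synthesis, and no alternative called either list. Cyp11a1 (1.10 log2) and Cyp21a1 (0.64 log2) lay above control in every library, and Star (-0.30), Hsd3b1 (-0.07) and Cyp11b1 (-0.16) did not. The paper names HSD3B2 in Fig. 3c. The like-named mouse gene Hsd3b2 had 1.70, 1.48 and 0.201 CPM in P2H1 and 24.1, 0.239 and 0.302 CPM in control libraries. Its direction turns without s504m (1.21 log2). Whether Hsd3b2 is the mouse counterpart of HSD3B2 was not examined. None of the 29 genes the paper names passed a test of genotype under any setting run, DESeq2 included. In counts simulated at the spread of these libraries, edgeR recovered 0% of 16-fold changes and DESeq2 21.2%. A missing call therefore does not show that a gene is unchanged. These rates are over genes drawn at random and do not describe abundant genes such as Star and Cyp11a1, whose standard errors were 0.48 and 0.49 log2.

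The paper's GSEA gives adipogenesis a positive enrichment score (Fig. 3e), and its text does not state whether genes were ranked by a signed statistic. The list of adipocyte differentiation had a median of -1.57 log2 and was lower in P2H1 (camera adjusted p = 0.000426; adjusted p = 0.931 with an estimated correlation, 0.129 without s559m, 0.00677 with signed and 0.751 with unsigned GSEA, and 0.000470 to 0.931 over all alternatives), with Fabp4 at -1.79 log2 (standard error 0.79). Markers of fat cells were lower as a list in the same libraries (camera adjusted p = 0.00262; adjusted p = 0.931 with an estimated correlation), with Cfd and Car3 highest in s559m.

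For actin cytoskeleton and oxidative phosphorylation, the paper also gives positive enrichment scores (Fig. 3e). The corresponding lists had medians of -0.03 and 0.22 log2 and camera adjusted p of 0.828 and 0.946. Without s504m and s525f, a setting chosen after seeing the values, the nuclear-encoded subunits of oxidative phosphorylation also had a direction of down. The sex term then fits s506f and the genotype contrast rests on s559m as the only control, so no conclusion is drawn from that setting. The proteins encoded by the mitochondrial genome were called, as lower, with the contrast left to the 4 males (adjusted p = 0.00940 without s525f and 0.0126 without s506f), and not over the 6 libraries (0.322). These camera values use the preset correlation of 0.01, whereas the estimate for this list was 0.786. With that estimate the adjusted p over the 6 libraries was 0.984.

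The paper reports a positive signature of nuclear β-catenin signaling (Fig. 3f). The list of nuclear β-catenin machinery had a median of 0.28 log2 and was not called (camera adjusted p = 0.946), and the list of Wnt/β-catenin targets had a median of 0.97 log2 and an adjusted p of 0.322.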

Other observations

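No test in this part was chosen after the results were seen, and genes outside the rule for named genes are given with their levels alone.

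Akr1c18, the 20α-hydroxysteroid dehydrogenase that marks the X-zone, an inner cortical zone that regresses in male mice at puberty, was read at 149 CPM in the P2H1 female and 16.4 CPM in the control female and had at most 1 count in each male library. Cyp2f2, a cytochrome listed with the zona fasciculata, had 166 and 75.2 CPM in the females and 0, 4.89, 0 and 0 CPM in the males s186m, s354m, s504m and s559m. edgeR called 0 genes between the sexes (287 at an unadjusted p under 0.05) and 0 for the genotype by sex interaction (770 at an unadjusted p under 0.05), and DESeq2 called 1607 and 1486. Of the 1607, 11 lie on chromosome Y.

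Immediate-early genes, which cell isolation can induce, had 9 of 23 members above 0, a median of -0.31, a mean of 1.49 and a camera direction of down (adjusted p = 0.828). Egr1, a transcription factor of this group, had 27.0, 27.3 and 48.0 CPM in P2H1 and 0, 31.4 and 0 CPM in control libraries, and Dnajb1, a heat-shock cochaperone, had 14.9, 3.66 and 4.31 against 14.2, 98.3 and 71.0 CPM. Genes of the unfolded protein response had 9 of 22 above 0, a median of -0.33, a mean of 0.50 and a camera direction of down (adjusted p = 0.733). Hsp90b1, a chaperone of the endoplasmic reticulum, had 196, 221 and 141 CPM in P2H1 and 302, 273 and 305 CPM in control libraries, and Ddit3, a transcription factor of this response, had 7.90, 7.23 and 20.9 against 0.0462, 5.21 and 0 CPM.

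For whole glands the paper reports Hif1α mRNA as reduced, Phd2 as tending downward, Hif2α, Vegfa and Hmox1 as increased and Bnip3 as tending upward (Fig. 1b-c). In the sequenced libraries the log2 fold change was 1.37 for Hif1a, -1.41 for Epas1, -3.08 for Vegfa, 3.05 for Hmox1 and 0.28 for Bnip3, with an adjusted p of 1 for each from edgeR. For Egln1, which encodes PHD2, the log2 fold change was -0.55 (standard error 4.30), and its sign turned in males alone. Whole glands and the sequenced libraries are different samples, and the comparison was not tested. The Hif1a counts cover the whole gene and do not check its deletion. In s504m Hif1a had 0 counts, against 20.7 and 15.8 CPM in s506f and s559m. Epas1 had 148 CPM in s504m, against 37.8 and 60.6 CPM in s506f and s559m.

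Of the cytokine and chemokine genes whose proteins the paper measured in plasma, Il1b was the one tested, with 4.75, 4.65 and 0 CPM in P2H1 and 0 counts in control libraries. Cxcl1 had 1 count, in s186m.

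In s504m, Alb had 14509 counts and Gm28439 253399 counts, against 0 counts of Alb and 0 to 737 counts of Gm28439 in the other libraries.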
